A study of Homo sapiens with 6 samples.

How the data were processed

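Small RNA from extracellular vesicles was sequenced. The vesicles came from the culture medium of BJhTERT cells, a line of human foreskin fibroblasts immortalised with telomerase and grown in medium with 10% fetal bovine serum. Per the labels' protocols, cells either received or did not receive a low dose of 0.2 Gy, vesicles were collected 5 hours later, RNA was isolated with a column kit for small amounts, and libraries were made with a small RNA kit for Illumina platforms. The 6 libraries fall into 2 groups of 3 by title, minus and plus, with an experiment number from 1 to 3 in each. The treatment field of the labels gives irradiation for the minus libraries and no treatment for the plus libraries. A reader could take the titles the other way, and nothing in the counts settles which group was irradiated. Every direction is therefore plus relative to minus, by title.

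The authors deposited one table per library with whole-number read counts per Entrez gene ID, made from HISAT2 alignments per the file headers. The genome build, the annotation, the counting program, the trimming, the use of strand, the handling of reads with several positions, and any use of the random bases of the adapters are not stated there or in the labels, so no coordinates are given. The counts are raw, and each file holds 1 library. The tables list 25702 gene IDs. Symbols and RNA classes came from NCBI RefSeq's gene table for GRCh38.p14, matched on the ID. It gave a symbol for 23696 IDs and none for 2006, and the IDs without a symbol took between 0.427% and 1.59% of a library's counts. The tables give miRNA genes and not mature strands, so reads from both arms of a hairpin are summed.

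The analysis laid out before the data were examined expected a table of mature miRNAs and a quasi-likelihood count model. That model, from edgeR, was not used, and DESeq2 was not run. The files are separated by semicolons, which the automatic check of units could not split, and count models were admitted only for columns that this check had read as counts. This is a limit of the check and not of the data, whose values are raw counts. The fit with limma-voom, which had been listed beforehand as a second test, took its place. The planned comparison was made on the 897 miRNA genes, with library sizes from their counts alone. A second fit over genes of all classes was added after the data were seen. Counts were scaled by the trimmed mean of M-values (TMM, 30% of M and 5% of A values trimmed, written for this purpose in R 4.3.3). Genes were kept with at least the CPM that 10 counts give at the median library size in 3 or more libraries. A total of at least 15 counts was also required. The number of libraries required was the size of the smaller group, so fits that left out a library had a looser filter. Log2 CPM with voom weights were fitted with lmFit and eBayes in limma 3.58.1 on the group alone, 2-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values in the text use the TMM-scaled library size.

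In all, 6 lists of miRNAs were written from general knowledge before the data were examined, and each mature name was matched to all its gene copies. Of these, 4 were tested as sets with limma's camera (preset correlation of 0.01) and, as alternatives, fry and camera with an estimated correlation. They were miRNAs of the radiation response, miRNAs induced by p53, the let-7 family, and the miR-17-92 cluster with its paralogs. The other lists, of blood and liver miRNAs and of fibroblast miRNAs, describe the origin of the RNA and are reported among the closing observations. The total miRNA count, the number of miRNA genes with at least 10 counts after thinning each library to 12358 miRNA counts, the share of the 10 most abundant miRNAs and the shares of 6 RNA classes were compared with exact permutation tests of the difference in means (Python 3.11.15, scipy 1.17.1). With 3 libraries against 3 these cannot give a p below 0.1. The thinning used 1 seeded draw, which the fits without 1 library shared, and was repeated over 100 draws, this one included.

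The rule for naming genes was fixed beforehand. Among genes with an adjusted p under 0.05 and no overlap between the groups, the 5 highest and the 5 lowest by fold change would be named, and with none, the 3 with the smallest unadjusted p in each direction. The 5 most abundant miRNA genes are named as well. The fits were tested on simulated negative-binomial counts with the means, depths and median dispersion of the real libraries, 10 datasets for each fold change. For the miRNA fit, with 20 of about 90 tested genes changed, 29.1% of genes changed 2-fold, 97.0% of genes changed 4-fold and 100% of genes changed 8-fold were recovered. For the fit of all genes, with 200 changed genes, the shares were 5.85%, 81.7% and 99.1%. Real genes differ in dispersion, so these shares are a guide only.

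Libraries held 53831 to 131032 counts over all genes and 12358 to 17568 counts over miRNA genes. Intervals on shares are 95% Wilson intervals and cover counting error only. A miRNA gene at 0 counts in a library could hold up to 0.0243% of the miRNA counts at the lowest depth (3 counts). Replicates were compared before averaging. In all 6 pairs within a group the miRNA counts differed by more than sampling noise (chi-square per degree of freedom of at least 3.82). They were halved for this because of the even counts described among the closing observations. No library was therefore a second deposit of another in its group, and each was counted as its own replicate. The values do not show whether the cultures were independent. The model without a block was fixed before the data were examined, with the replicate block as an alternative. The alternatives changed the scaling, the low-count filter, the handling of gene copies, the block, the libraries included, the genes behind the library sizes and the set test.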

Results

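Extracellular vesicles are small membrane particles that cells release and that carry RNA. The study asked how the RNA of vesicles released 5 hours after a low dose of 0.2 Gy differs from that of vesicles of cells that were not irradiated, in the setting of the radioadaptive response, in which a small priming dose alters the response to later radiation. RNA was counted in 3 libraries titled minus and 3 titled plus. The labels record irradiation for the minus libraries and no treatment for the plus libraries, although a plus title may be read as the irradiated group, so the results are given by title.

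The libraries were shallow. The minus libraries held 56825, 53831 and 68289 counts in replicates 1, 2 and 3, and the plus libraries held 60429, 131032 and 66226. Of these, 12358 to 17568 counts per library fell on miRNA genes. Between 1798 and 2708 genes of the 25702 listed had at least 1 count in a library, and 230 of the 897 miRNA genes had a count in at least 1 library. The total miRNA count was 14376 ± 2411 in minus and 15523 ± 1772 in plus libraries (SD, n = 3 each). The difference of 1147 counts was smaller than either SD (exact permutation test, 2-sided, p = 0.5). This test cannot give a p below 0.1 here, so a difference is not excluded.

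Y RNAs, short noncoding RNAs bound by Ro proteins, took a higher share of the counts than any other class in each library. Y RNA genes took 41.1% ± 0.764 of the counts in minus and 52.2% ± 20.2 in plus libraries (SD, n = 3). The plus spread came from 1 library. In plus replicate 2, 75.3% of counts (95% Wilson interval 75.05% to 75.52%) were Y RNA, compared with 43.7% (43.3% to 44.1%) in plus replicate 1 and 37.6% (37.2% to 38.0%) in plus replicate 3. Without plus replicate 2, the mean difference between the groups changed from 11.1 to -0.421 percentage points. With all libraries, the difference was smaller than the plus SD and larger than the minus SD (exact permutation test, 2-sided, p = 0.7). RNY5 alone accounted for 30.9% ± 1.99 of all counts in minus and 39.4% ± 18.2 in plus libraries, and RNY1 for 9.91% ± 1.80 and 12.6% ± 2.03 (SD, n = 3).

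miRNA genes took 24.0% ± 1.01 of all counts in minus and 19.8% ± 5.59 in plus libraries (p = 0.2), a difference of -4.26 percentage points that was -1.08 without plus replicate 2, and protein-coding genes took 25.7% ± 1.08 and 19.9% ± 11.4 (p = 0.6; exact permutation tests, 2-sided, SD, n = 3). Within the counts outside the Y RNAs, the direction for miRNA genes was the opposite, with 40.8% ± 1.21 in minus and 44.0% ± 9.59 in plus libraries (SD, n = 3), but this rested on plus replicate 2, without which the plus mean was 38.85%. Without plus replicate 2, the difference for protein-coding genes changed sign, from -5.82 to 0.312 percentage points. The differences for snoRNA, rRNA and lncRNA genes were -0.386, -0.361 and -0.030 percentage points. All changed sign without plus replicate 2, to 0.240, 0.520 and 0.147. Nearly all rRNA counts were from the mitochondrial genes RNR1 and RNR2. None of the 6 class differences was larger than the SD of the plus libraries, which plus replicate 2 enters. Those for Y RNA, miRNA and protein-coding genes were larger than the SD of the minus libraries. All 9 composition tests had an adjusted p of 1 (Benjamini-Hochberg over the exact permutation tests).

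**Figure D1:**
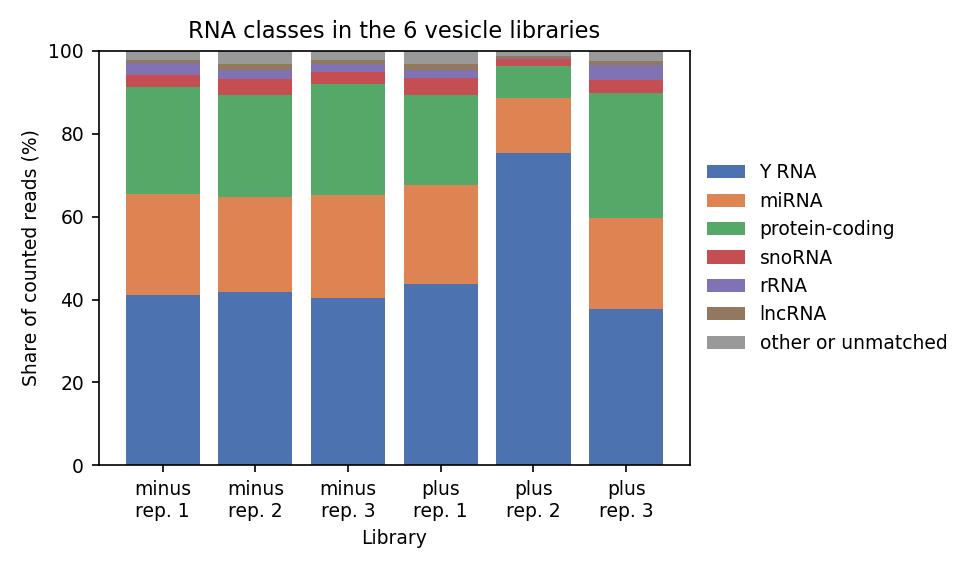
Share of counted reads (%) by RNA class in each of the 6 libraries, as stacked bars. Y RNA takes 37.6% to 43.7% of counts in 5 libraries and 75.3% in plus replicate 2.

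The 5 most abundant miRNA genes by mean CPM over all libraries were MIR21, MIR100, MIR23A, MIR222 and MIR29A. MIR21 (Entrez 406991) took 22.7% ± 1.27 of miRNA counts in minus and 21.6% ± 2.17 in plus libraries, on 2630 to 4091 counts per library. MIR100 took 8.48% ± 2.65 and 7.88% ± 2.12. MIR23A took 5.96% ± 0.692 and 6.14% ± 1.01. MIR222 took 5.60% ± 0.867 and 4.83% ± 0.891. MIR29A took 4.48% ± 0.445 and 3.85% ± 0.356 (all SD, n = 3). The 10 most abundant miRNA genes of each library together took 62.7% ± 5.08 in minus and 60.5% ± 4.44 in plus libraries (exact permutation test, 2-sided, p = 0.7, n = 3 each). This difference changed sign without minus replicate 1, from -2.17 to 0.365 percentage points. After thinning to equal depth, 85.7 ± 2.52 miRNA genes in minus and 88.0 ± 1.00 in plus libraries had at least 10 counts (SD, n = 3, exact permutation test, 2-sided, p = 0.3). The difference of 2.33 genes came from 1 random draw of the thinning. Over 100 draws its mean was 1.83, with a range from -1.33 to 4.33, and without minus replicate 1 the mean was -0.308.

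To find miRNAs whose level in vesicles differed between the groups, the 90 miRNA genes that passed the filter, with 97.45% of all miRNA counts, were tested with limma-voom. None reached an adjusted p under 0.05, and the smallest adjusted p was 0.951. At an unadjusted p under 0.05 there were 3 genes, 2 higher and 1 lower in plus, where 4.5 of the 90 would be expected by chance. The groups did not overlap for 9 genes (10%), the share that chance gives for 3 against 3 libraries (10%). The median absolute log2 fold change was 0.24 and the median SE was 0.42. In simulated data of this depth, every gene had the median dispersion and 20 genes were changed at once. There, 97.0% of genes changed 4-fold and 29.1% of genes changed 2-fold were called. Changes of about 2-fold in single genes were thus mostly not detectable. Some real genes had an SE far above the median, up to 1.34, so a 4-fold change is not excluded for those. Of the alternatives, the fit without minus replicate 2 gave the lowest smallest adjusted p, 0.391, in limma, with 0 of 97 genes called and 3 at an unadjusted p under 0.05.

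The 3 genes with the smallest unadjusted p among those higher in plus were MIR30C2, MIR98 and MIR130B, and none passed the adjustment. MIR30C2 (Entrez 407032) had 1070 ± 220 CPM in minus and 2592 ± 387 CPM in plus libraries (SD, n = 3), on 10 to 50 counts per library. Its log2 fold change was 1.23 ± 0.49 (SE, limma unadjusted p = 0.0278, adjusted p = 0.951). It has a second gene copy for the same miRNA, with which reads may have been shared in counting. MIR98 (Entrez 407054), a member of the let-7 family, had 3806 ± 783 CPM in minus and 6104 ± 935 CPM in plus libraries, with a log2 fold change of 0.66 ± 0.30 (SE, limma unadjusted p = 0.0469). MIR130B (Entrez 406920) had 2151 ± 634 and 3869 ± 1190 CPM, with overlapping groups and a log2 fold change of 0.78 ± 0.43 (SE, limma unadjusted p = 0.0961).

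Among genes lower in plus, the 3 with the smallest unadjusted p were MIR146B, MIR26A2 and MIR339. MIR146B (Entrez 574447) had 1677 ± 238 CPM in minus and 415 ± 288 CPM in plus libraries (SD, n = 3). Its counts were 22, 17 and 31 in minus and 2, 12 and 6 in plus libraries, and its log2 fold change was -2.16 ± 0.84 (SE, limma unadjusted p = 0.0244, adjusted p = 0.951). MIR26A2 (Entrez 407016), which also has a second gene copy, had 9294 ± 695 and 6697 ± 1986 CPM, and its log2 fold change was -0.52 ± 0.28 (SE, limma unadjusted p = 0.0882), or -0.25 without plus replicate 2. MIR339 (Entrez 442907) had 1495 ± 312 and 753 ± 245 CPM, and its log2 fold change was -0.99 ± 0.61 (SE, limma unadjusted p = 0.132).

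**Figure D2:**
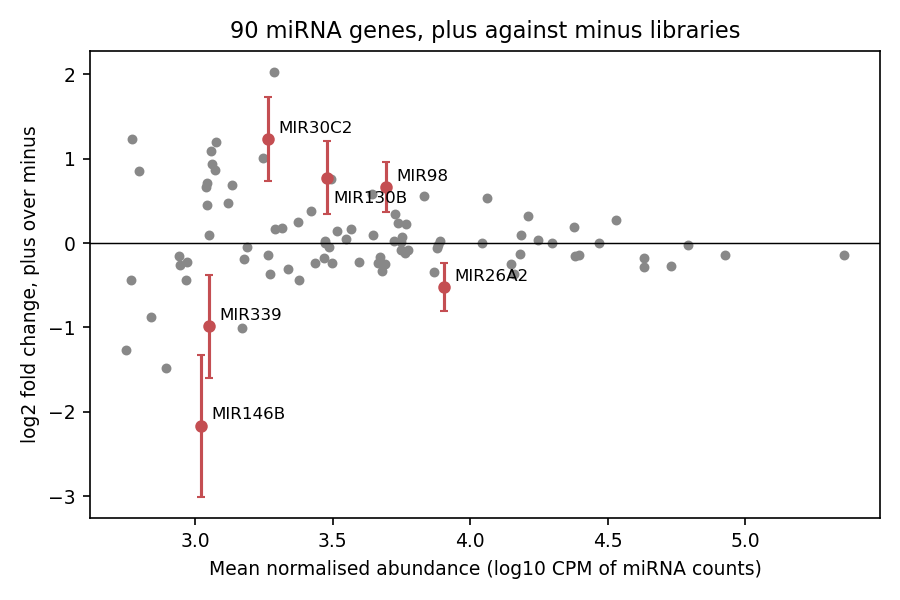
Log2 fold change, plus over minus, against the mean abundance (log10 CPM of miRNA counts) of the 90 tested miRNA genes. Points are genes, and red points with bars (SE) are the 6 named genes; none of the 90 has an adjusted p under 0.05.

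**Figure D3:**
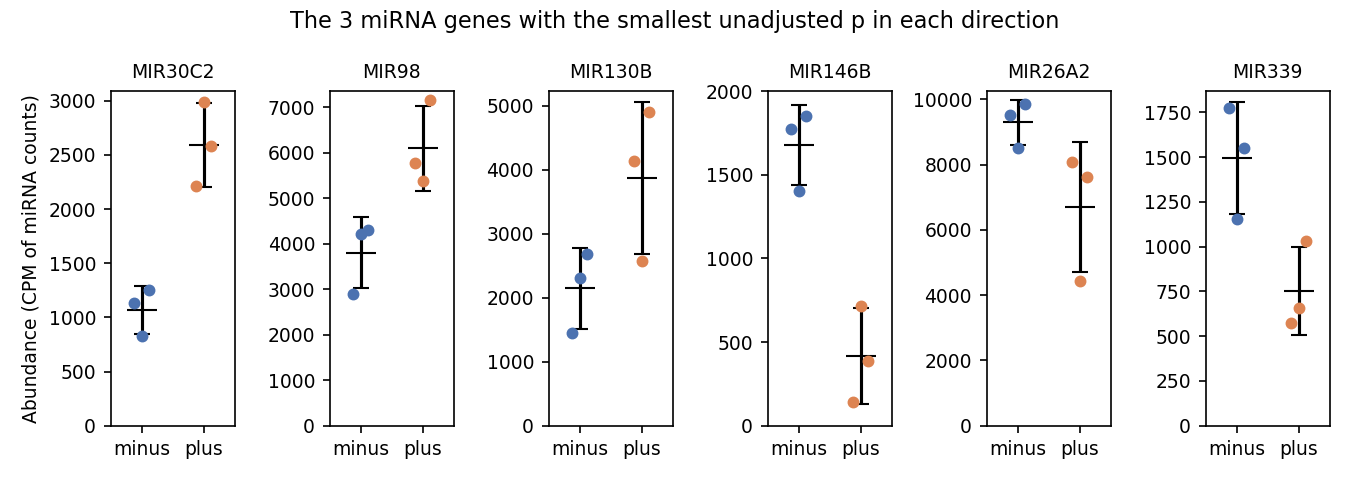
Normalised abundance (CPM of miRNA counts) of the 6 named miRNA genes. Points are the 3 libraries of each group, and the black marks are the mean and the SD. MIR30C2 lies at 1070 CPM in minus and 2592 CPM in plus on average, and MIR146B at 1677 and 415 CPM, but neither passes the adjustment over 90 genes.

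The 4 miRNA lists asked whether families linked to radiation or DNA damage moved together. No list had an adjusted p under 0.05 (camera, adjusted over 4 lists), and none did under fry or with an estimated correlation. Of the 26 genes of the radiation list, 9 passed the filter, and 2 of them were higher in plus. Their mean log2 fold change was -0.30 (limma camera, adjusted p = 0.187 over 4 lists). Without minus replicate 3 this mean was 0.015 over the 11 genes that then passed the filter and -0.072 over the same 9 genes. Of the 12 let-7 genes, 9 were tested, with 5 higher in plus and a mean log2 fold change of 0.15 (limma camera, adjusted p = 0.236). With library sizes from all genes, the let-7 mean was -0.17, because that scaling moved the median of all 90 miRNA genes to -0.34. The p53 list and the miR-17-92 paralogs kept 3 tested genes each. Their mean log2 fold changes were -0.079 and -0.26, with an adjusted p of 0.873 for both (limma camera). The p53 genes, MIR34B, MIR16-1 and MIR16-2, are all among the 9 radiation genes, so this is not a separate result. MIR16-1 and MIR16-2 are copies for the same miRNA. MIR16-1, at 0 in minus replicate 1, ran from -0.63 without minus replicate 1 to 2.12 without minus replicate 3. The p53 mean was 0.22 without minus replicate 2, 0.42 without minus replicate 3 and 0.036 with upper-quartile scaling. The mean of the miR-17-92 paralogs was between 0.074 and 0.38 in 4 fits that left out 1 library and tested 4 genes. Over the same 3 genes it stayed negative in all 6 such fits, from -0.54 to -0.0078. No list member had an adjusted p under 0.05, either over all 90 genes or adjusted over the list alone. Of the 15 genes of the miR-17-92 list, 8 were listed at 0 in every library, as were 6 of 16 genes of the p53 list and 7 of 26 genes of the radiation list.

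Over genes of all classes, 369 genes with 88.9% of all counts were tested with limma-voom. None had an adjusted p under 0.05 (smallest 0.989), and 6 genes had an unadjusted p under 0.05, 3 in each direction, where 18.4 would be expected by chance. The groups did not overlap for 27 genes (7.32%, against 10% by chance). By the naming rule, the genes higher in plus were MIR30C2, SNORD123 and MIR150, and those lower in plus were MAP4, TNS1 and MIR146B. In this fit SNORD123 had a log2 fold change of 1.22 ± 0.54 and MIR150 of 2.29 ± 1.06, while MAP4 had -0.89 ± 0.43 and TNS1 -1.21 ± 0.58 (SE). For SNORD123, MIR150, MAP4 and TNS1 the groups overlapped. Across the 6 fits that each left out 1 library, SNORD123 ran from 0.54 (without plus replicate 2) to 1.91 (without plus replicate 3), and MIR150 from 0.58 (without minus replicate 1) to 3.39 (without minus replicate 2). MAP4 ran from -1.26 to -0.67, and TNS1 from -1.90 (without plus replicate 2) to -0.72 (without plus replicate 3). MIR150 was at 0 in minus replicate 1 and belongs to the blood and liver list, whose level varied 5.09-fold between libraries irrespective of group. Without a low-count filter 2 genes, RNY1 and RNY5, had an adjusted p under 0.05 in limma, both higher in plus. Plus replicate 2 had 19475 counts for RNY1 and 78919 for RNY5, while plus replicates 1 and 3 had 7224 and 7250 for RNY1 and 19093 and 17500 for RNY5.

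Libraries of the same group were no more alike than libraries of different groups. The correlation of log2 CPM across the 90 miRNA genes, which are not independent replicates, had a median of 0.851 over the 6 pairs within a group and of 0.873 over the 9 pairs between groups. The range was 0.731 to 0.920 within and 0.689 to 0.929 between groups.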

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

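The fit of all genes, its alternatives, the fits with halved counts, with sample quality weights and with library sizes from all genes, the alternatives of the RNA class shares, the repeated draws of the thinning and the list means over the same genes were chosen only after the data were seen. The count of 0 miRNA genes with an adjusted p under 0.05 was the same under all 18 alternatives, 6 of which left out 1 library each (from 0 to 0 genes). The smallest adjusted p lay between 0.391 and 0.991, and between 0 and 8 genes had an unadjusted p under 0.05. Over genes of all classes, 14 of 15 alternatives gave 0 genes, also from 0 to 0 across the 6 fits that each left out 1 library. Apart from the fit with no low-count filter, the smallest adjusted p was lowest, at 0.0633, without plus replicate 3. The exception was the fit with no low-count filter, which called 2 genes, RNY1 (adjusted p = 5.186e-16) and RNY5 (adjusted p = 1.661e-11) of 6236 tested in limma. The cause was not tested.

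Scaling moved the median fold change, though not every gene by the same amount. With library sizes from all genes, the median log2 fold change of the miRNA genes was -0.34, and with library totals only, that of all genes was -0.66, with 17 genes at an unadjusted p under 0.05 against 6. Y RNA made up 75.3% of the library total of plus replicate 2. TMM factors for the fit of all genes ranged from 0.423 in plus replicate 2 to 1.40 in plus replicate 3.

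Over miRNA genes, the deviations of same-numbered libraries from their group means correlated at -0.477, -0.501 and 0.170 for experiments 1, 2 and 3, so the numbers as given were not taken to pair the libraries. No block with exchanged numbers was fitted. With the replicate block, 0 miRNA genes had an adjusted p under 0.05, as without it, and 0 had an unadjusted p under 0.05, against 3 without it. Over all genes the blocked fit also called 0, with 4 at an unadjusted p under 0.05. With the block, the mean log2 fold changes of the lists were -0.35 (radiation), -0.43 (p53), 0.17 (let-7) and -0.21 (miR-17-92 paralogs). For MIR150 in the fit of all genes, the log2 fold change was 0.28 with the block, against 2.29 without it. The block changed no call.

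No list passed an adjusted p of 0.05 under any of 20 alternatives. The lowest adjusted p, 0.0609 (limma camera), was for the radiation list with the counts of gene copies summed. There 1 of 8 tested miRNAs was higher in plus, with a mean log2 fold change of -0.44. The mean log2 fold change reversed for several lists. For the p53 list it was 0.0048 with library totals only, 0.036 with upper-quartile scaling, 0.49 with a mean of at least 10 counts and 0.85 with halved counts, where 1 gene was left. For the miR-17-92 paralogs it was 0.47 with no low-count filter, 0.15 with a mean of at least 10 counts and 0.036 with halved counts. These filters change which of the few genes enter the mean. For the let-7 family it was -0.17 with library sizes from all genes. Across the fits that each left out 1 library, the mean ran from -0.39 to 0.015 for the radiation list, from -0.56 to 0.42 for the p53 list, from 0.022 to 0.22 for the let-7 family and from -0.47 to 0.38 for the miR-17-92 paralogs. Reversals came without minus replicate 3 (radiation 0.015, p53 0.42, paralogs 0.20), without minus replicate 2 (p53 0.22, paralogs 0.074), without minus replicate 1 (paralogs 0.37) and without plus replicate 2 (paralogs 0.38). The 4 reversals of the paralogs came with MIR106B, which entered those fits with log2 fold changes from 0.84 to 2.10 and was named after its values were seen. Without it, over the same 3 genes, the means were -0.14, -0.54, -0.0078 and -0.20 without minus replicates 1, 2 and 3 and plus replicate 2. The radiation mean without minus replicate 3 was -0.072 over the same 9 genes.

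The 6 named miRNA genes kept their direction in every alternative in which they were tested. They had been chosen by p from these same counts, so this is not independent support. MIR146B and MIR339 were not tested with halved counts. The difference in total miRNA counts was positive throughout and ran from 125 to 2482 across the fits that each left out 1 library. The difference in detected miRNA genes ran from 1 to 3.5 across these fits in the reported draw of the thinning. Over 100 draws, its mean was 1.83 with all libraries and -0.308 without minus replicate 1, where 53 draws were below 0, so its sign is not fixed. Without minus replicate 1, the difference in the share of the 10 most abundant miRNAs was 0.365 percentage points (range -4.73 to 0.365). Without plus replicate 2, the differences in class shares reversed for Y RNA (-0.421 points), protein-coding (0.312), snoRNA (0.240), rRNA (0.520) and lncRNA genes (0.147, and 0.229 without minus replicate 2). Across the fits that each left out 1 library, the differences ran from -0.421 to 18.4 points for Y RNA, from -6.33 to -1.08 for miRNA (-1.08 without plus replicate 2), from -11.0 to 0.312 for protein-coding, from -0.916 to 0.240 for snoRNA, from -1.18 to 0.520 for rRNA and from -0.228 to 0.229 for lncRNA genes. Outside the Y RNAs, the difference in miRNA share was 3.22 points, the reverse of that over all counts. It ran from -1.92 points without plus replicate 2 to 7.585 points without plus replicate 3, and only the former was negative. The depth limits the fits to the 90 miRNA genes and 369 genes with enough counts. The DESeq2 Wald test listed before the data were seen was not run, and edgeR was not used.

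The 6 libraries can be split into 3 against 3 in 10 ways. As the real split called 0 genes, 10 of 10 splits called at least as many, for miRNA genes and over all genes, by construction, so this count tests nothing. For miRNA genes, 2 other splits called genes, at most 5, and over all genes 3 other splits did, at most 4. Both miRNA splits set minus replicate 1 and plus replicate 2 against minus replicate 2 and plus replicate 1. These are the pairs that deviated together in the closing observations. The split with 4 calls over all genes did not group them so. With 10 splits, no share under 0.1 can be reached. At an unadjusted p under 0.05, 4 of 10 splits gave at least as many miRNA genes as the real one, and 8 of 10 did over all genes.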

Other observations

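The tests of serum origin, library depth, treatment group, read pairs and deeper sequencing below were chosen only after the result was seen. The tests of exon overlap, of gene copies over all list genes and of exchanged experiment numbers were chosen before their results were seen.

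Most low counts are even numbers. Over the 6 libraries, 5416 gene values equal 2 but 512 equal 1, and 2555 equal 4 but 138 equal 3, so there are 9.45 values of 1 for every 100 values of 2. In the library with most odd values, minus replicate 3, there are 23.7. Among genes with at least 10 counts, 81.3% to 85.7% of values are even over all classes, 70.9% to 73.3% for miRNA genes and 0% to 100% for the 4 Y RNA genes, depending on the library. A candidate explanation is that both mates of a read pair were counted, each as 1 read. The number of sequenced fragments would then be nearer 1 fragment for 2 counts, and the counting intervals of the report would be too narrow. With counts halved, 68 miRNA genes passed the filter in place of 90 and 0 were called. No biological explanation was tested.

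Well-known fibroblast and proliferation miRNAs are listed at 0 in every library. Of 79 genes on the 6 lists, 25 are at 0 throughout, among them MIR22, MIR143, MIR145, MIR214, MIR155, MIRLET7B and MIR17, chosen after their values were seen. Of 35 list genes that overlap an exon of another gene on the same strand in GENCODE 29, 17 (48.6%) are at 0, against 8 of 44 (18.2%) of the others (Fisher's exact test, 2-sided, p = 0.00682). With only host genes that are themselves in the count tables, the split is 12 of 16 (75%) against 13 of 63 (20.6%), with p = 8.25e-05 (Fisher's exact test, 2-sided). This is consistent with a counting step that leaves out reads overlapping more than 1 gene, so a 0 at such a gene may not mean absence from the vesicles. It does not account for MIR21, MIR29A, MIR29B1 and MIR15A, which overlap such exons and have counts. The annotation the authors used may differ from GENCODE 29. Both tests of exon overlap also count each gene as independent. MIR17, MIR18A, MIR19A, MIR19B1, MIR20A and MIR92A1, all at 0, share the host MIR17HG. MIRLET7A3 and MIRLET7B, also at 0, share MIRLET7BHG, and MIR29A and MIR29B1, with counts, share LINC-PINT. The p-values of these tests may therefore be too small. Of the multi-copy genes, 9 of 25 (36%) were at 0, against 16 of 54 (29.6%) of single-copy genes. This difference could not be told from chance (Fisher's exact test, 2-sided, p = 0.609). Reads shared with copies or near-identical family members stay open, as does absence of expression.

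miRNAs of blood and liver varied between libraries irrespective of group. The list of 7 genes (MIR122, MIR142, MIR144, MIR150, MIR223, MIR451A and MIR486-1) took 1.22%, 5.15% and 3.18% of miRNA counts in minus replicates 1, 2 and 3 and 6.23%, 1.36% and 3.62% in the plus replicates. MIR122 alone ranged from 116 to 491 counts. Means were 3.18% ± 1.96 in minus and 3.74% ± 2.44 in plus libraries (SD, n = 3, exact permutation test, 2-sided, p = 0.7). Across the 6 libraries the 7 genes had a mean pairwise correlation of 0.708. For 10000 lists matched on abundance, the median was -0.0196, and the upper limit of the middle 95% was 0.242. Treatment group is argued against as the whole source, since the share varied 4.20-fold within minus and 4.58-fold within plus. Depth is argued against, since plus replicate 1 and minus replicate 1 differ 5.09-fold in the share and 1.05-fold in total miRNA counts. The rank correlation of the share with the total was -0.314 (permutation p = 0.564, Pearson r = -0.461, permutation p = 0.361, and r = -0.0463 without the 2 libraries farthest from the median). A candidate source is vesicles of the fetal bovine serum in the medium, left in varying amounts. Cow and human forms of a miRNA can be alike in sequence and would then be counted as human. No library of medium without cells was analysed here, so release of these miRNAs by the fibroblasts stays open. Of the genes outside the list, MIR126, MIR30B and MIR26B, singled out after their values were seen, followed it most closely across the libraries. None of these is on any of the 6 lists, so the shared variation is not limited to the blood and liver list. Their absence from the lists does not show whether they came from serum or from the cells. A source other than serum therefore stays open. The fibroblast list, which shares no gene with the blood and liver list, took 41.5% to 52.8% of miRNA counts.

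Plus replicate 2 held 2.14 times the mean total of the other 5 libraries, and the surplus was Y RNA. Its counts outside the Y RNAs were 0.895 times the mean of the others, 32387 counts where the others had 31341 to 41327. The classes moved in opposite directions. It had 317 rRNA counts, where the others had 1160 to 2413. In each library nearly all rRNA counts were from the mitochondrial genes RNR1 and RNR2 (62 and 255 in plus replicate 2). It had 10030 protein-coding counts, where the others had 13189 to 20066. With 17568, however, plus replicate 2 had the highest miRNA count of the 6 libraries. Deeper sequencing is thus argued against as a cause, since it would raise all classes. RNY5 was 4.30 times, RNY1 3.02 times, RNY3 1.95 times and RNY4 1.69 times the mean of the others. A difference in fragment selection or vesicle purity, or a true difference between cultures, stays open and was not tested. Plus replicates 1 and 3 do not show it.

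Some libraries with neither group nor number in common deviated together. Over miRNA genes, deviations from the group means correlated at 0.598 between minus replicate 2 and plus replicate 1 and at 0.478 between minus replicate 1 and plus replicate 2, against -0.477 and -0.501 for the pairs with the same number. The 3 deviations of a group cancel out gene by gene. Positive crossed values thus force negative values for other pairs, so the same-number values are not separate evidence. Minus replicate 2 and plus replicate 1 also had the lowest chi-square per degree of freedom of all 15 pairs (1.68 on halved counts). By the correlation of log2 CPM across miRNA genes, the order was different. Minus replicate 3 and plus replicate 2 had the highest value (0.929). Minus replicate 2 and plus replicate 1 came next (0.9225), above every pair of the same group. Minus replicate 1 and plus replicate 2 (0.874) lay below pairs of the same group, such as plus replicates 2 and 3 (0.920). Without the blood and liver list the crossed correlations were 0.524 and 0.283, and over 226 protein-coding genes they were 0.183 and 0.244. An exchange of experiment numbers 1 and 2 in one group could give this, and so could any source of variation shared by chance, such as the serum-type miRNAs. These cannot be told apart with 3 libraries per group, and experiment 3, which an exchange would leave paired, had 0.170 over miRNA genes and -0.0527 over protein-coding genes.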
